A study of Mus musculus with 9 samples. Its data were reported in "Coordination of two enhancers drives expression of olfactory trace amine-associated receptors" (2021).

How the data were processed

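Whole MOE tissue of 9 mice, 3 per genotype, was profiled, and the genotype of each library was taken from its sample title. The authors prepared polyA-selected, strand-specific libraries, mapped reads to the mouse genome mm10 with Hisat2 and counted reads per gene. The deposited count table holds raw counts for 24421 gene rows, with 1 column per mouse. The study names featureCounts as the counter, while the 5 summary rows of the table have the layout that htseq-count writes, and neither the gene annotation nor the strand setting is stated. A second deposited table holds a normalized signal, the raw count divided by 1 size factor per library made by the authors with DESeq2, with factors from 0.903 to 1.20. It lists 1292 genes fewer, nearly all of them microRNA and small nucleolar RNA genes, and was used only to check the raw table.

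The summary rows were left out of library sizes and tests. Of the reads these tables account for, 57.4 to 60.0% per library were counted in genes, 21.6 to 22.4% fell in no gene, 16.9 to 19.4% mapped to more than one place and 1.29 to 1.35% were ambiguous. Reads without an alignment are not counted there. In 27 rows the gene symbol had been turned into a date, and these rows were kept under the listed name. By symbol or synonym, 24286 gene rows matched RefSeq for GRCm38.p6, and by symbol 23350 matched GENCODE M21. Both describe the same assembly as mm10, and coordinates are from them. How much of each Taar gene is unique was counted over stretches of 50, 100 and 150 bases, since the read length is not stated.

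Genes with at least 10 counts summed over the 9 libraries were tested, which left 20213 genes. Counts were normalized by TMM and fitted with the quasi-likelihood method of edgeR 4.0.16 in R 4.3.3, with genotype as the only term and all 9 libraries sharing one estimate of the spread. All 3 pairs of genotypes and any difference among the 3 were tested, with Benjamini-Hochberg adjustment and a threshold of 0.05, and the number that also passed a 1.5-fold change was counted. CPM values use TMM effective library sizes, except for vomeronasal genes, which use raw library sizes. Where every library of a genotype had at most 3 reads of a gene, the fold change was computed against 3 reads per library and is a lower bound. Summed Taar expression was compared by two-sided exact permutation tests. OR genes, every symbol of the form Olfr with a number, were tested as a set with camera of limma 3.58.1 at a preset correlation of 0.01 and with fry.

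The test design, the gene lists for Taar and OR genes, the alternatives and the rule for the genes named were fixed before the data were examined, apart from the alternatives described as chosen after seeing the data. Named genes are the 14 olfactory Taar genes and Taar1; the flanking genes Slc18b1, Stx7 and Moxd1; up to 10 genes outside the Taar family called in homozygous against wild type mice and up to 5 in each other pair, by smallest p-value; the OR gene with the smallest p-value; 7 olfactory sensory neuron genes; and Xist and the Y-linked genes for sex. Lists of 7 sustentacular, 8 connective tissue and 10 vomeronasal genes were written after the files had been opened, each before the values of its genes were computed.

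Alternatives were DESeq2 size factors, DESeq2 1.42.0 with default settings, no filter on low counts (22058 genes), filterByExpr (17847 genes), a 1.5-fold threshold, the replicate number as a block, only the 6 libraries compared, and leaving out each library in turn. DESeq2 without independent filtering, and vomeronasal receptor expression as a covariate, were chosen after seeing the data. A covariate for sex was planned for libraries that differ in it and was not run, since all 9 showed the male pattern.

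The pipeline was tested on simulated counts with 200 changed genes. edgeR recovered 91.5% of them among 20078 genes tested, 7.58% of its calls were unchanged genes, and among the 54 changed genes with under 100 counts on average it recovered 68.5%. Where nothing was changed it called 0 genes. The simulation gave genes of like expression the same spread, held no differences between libraries beyond depth and genotype, and used changes above 1.5-fold. It therefore says little about smaller changes or about the real libraries, where other splits of the homozygous and heterozygous libraries called up to 81 genes.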

Results

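RNA-seq was performed on the main olfactory epithelium (MOE), the sensory tissue of the nose, of 9 mice labelled as C57BL/6 at postnatal day 14. The study's reporting summary instead describes its lines as of mixed strain background and mice of this line as older, and which holds for these libraries was not resolved. The line carried a deletion of TAAR enhancer 1, a noncoding element between Taar1 and Taar2, and the mice fell into 3 genotypes of 3 mice each: wild type, heterozygous and homozygous. Trace amine-associated receptors (TAARs) are olfactory receptors encoded by a single gene cluster, and each library measures all of them beside the much larger family of odorant receptors (ORs). Between 24583906 and 32631951 reads per library were counted in genes, so 3 reads of a gene correspond to between 0.0919 and 0.122 CPM, the counts scaled to a common library size. The reads carry no molecular identifiers, so such limits cover counting error only. Each library held at least 701 reads of each of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty and at most 51 reads of Xist, the pattern of male tissue. Libraries of the same genotype differed by more than sampling noise, with a chi-square per degree of freedom of at least 4.34 for every pair, and each was counted as 1 mouse. The highest values, 14.4 and 15.1, belonged to heterozygous replicate 3 against heterozygous replicates 1 and 2.

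Differences between libraries did not all follow genotype. In a principal component analysis of log2 CPM, the first axis held 36.6% of the variance. On it heterozygous replicate 3 (-12.0) and homozygous replicate 3 (-12.2) lay far from the other libraries, the nearest being homozygous replicate 1 (-4.24). What lies behind this axis was not tested. Another difference was found in receptor reads. Receptor genes of the vomeronasal organ, a separate sense organ of the nose, summed to 67.3 CPM in heterozygous replicate 1, 120 CPM in homozygous replicate 2 and 69.7 CPM in homozygous replicate 3, and to at most 17.3 CPM in each of the other 6 libraries. These genes were looked at only after their values had been seen, and they are taken up again among the additional observations.

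**Figure D1:**
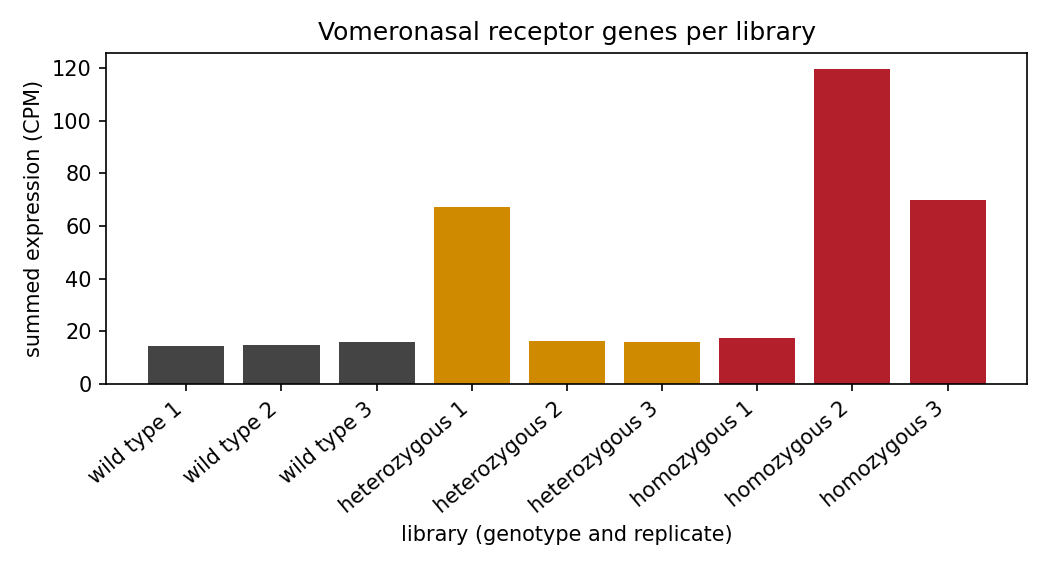
Summed expression of vomeronasal receptor genes (CPM, bars) in each of the 9 libraries, coloured by genotype. Heterozygous replicate 1 and homozygous replicates 2 and 3 lie at 67.3 CPM or above and the other 6 libraries at 17.3 CPM or below.

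The first question was whether loss of both enhancer copies changes Taar expression. The 14 olfactory Taar genes lie on chromosome 10 of GRCm38 between position 23938572, the start of Taar2, and position 24109534, the end of Taar9. Taar2 is annotated with 2 exons, and each of the other 13 genes with a single exon. Their summed expression was 44.8 ± 0.151 CPM (SD, n = 3) in wild type mice, 37.6 ± 1.27 CPM (SD, n = 3) in heterozygous mice and 22.0 ± 3.02 CPM (SD, n = 3) in homozygous mice. The sum changed by -50.8% in homozygous and by -16.1% in heterozygous mice relative to wild type, and by -41.3% in homozygous relative to heterozygous mice. In each of the 3 comparisons no library of one genotype overlapped a library of the other (two-sided exact permutation test, p = 0.1, Benjamini-Hochberg adjusted p = 0.1), and 3 mice against 3 cannot give a p-value below 0.1. Among the alternatives planned for this sum, the choice of genes moved it most: over the 6 genes outside the near-identical Taar7 and Taar8 subfamilies it changed by -80.6% in homozygous and by -24.8% in heterozygous mice relative to wild type. Over Taar2 to Taar5 alone, it went further, by -99.4% in homozygous and by -36.5% in heterozygous mice relative to wild type and by -99.0% in homozygous relative to heterozygous mice, with 5 reads left over the 3 homozygous libraries.

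**Figure D2:**
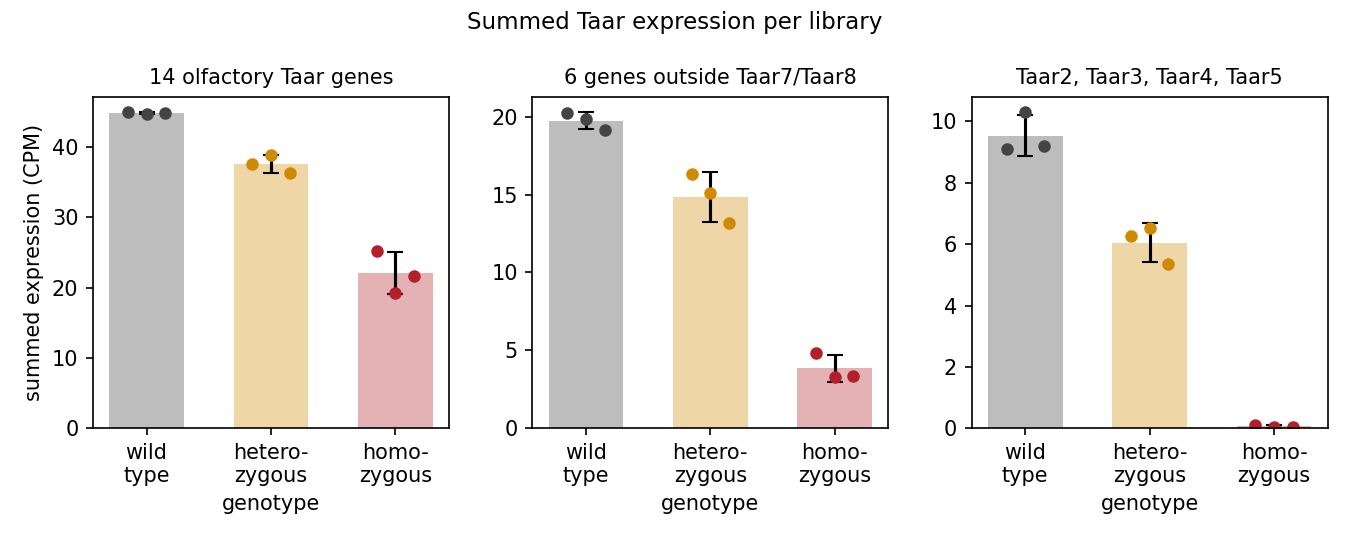
Summed expression (CPM) of 14 olfactory Taar genes, of the 6 genes outside the Taar7 and Taar8 subfamilies, and of Taar2 to Taar5, by genotype. Points are libraries, bars are means and error bars are SD (n = 3); heterozygous libraries lie between wild type and homozygous libraries in each panel.

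Across 20213 genes tested, edgeR's quasi-likelihood test called 10 genes between homozygous and wild type mice at a Benjamini-Hochberg adjusted p-value under 0.05, of which 1 was higher and 9 were lower in homozygous mice. Of these, 9 were olfactory Taar genes, and the same 9 genes were the ones that also changed by more than 1.5-fold. Adjusted over the list alone, 13 of the 14 olfactory Taar genes were called, the exception being Taar7f. The count depended on the tool: DESeq2 with default settings called 65 genes, with no Taar gene among them, because its automatic limit on mean counts gave none of the 14 Taar genes an adjusted p-value. DESeq2 without that limit, an alternative chosen after seeing the data, called 48 genes, 9 of them Taar genes. Leaving out heterozygous replicate 3 raised edgeR's count to 33, while all 10 genes were kept.

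The genes nearest the enhancer were almost undetectable in homozygous mice. Taar2 had 2 reads and Taar4 had 3 reads over the 3 homozygous libraries, and Taar3 and Taar5 had 0 reads, which allows up to 0.115 CPM per library on average. Against that limit, expression was at least 26.2-fold lower than in wild type for Taar2, at least 10.01-fold lower for Taar3, at least 20.6-fold lower for Taar4 and at least 26.4-fold lower for Taar5. The adjusted p-values from edgeR were 3.17e-06 for Taar2, 0.000405 for Taar3, 5.74e-06 for Taar4 and 5.74e-06 for Taar5. Taar9, at the far end of the cluster, fell from 2.82 ± 0.239 CPM to 0.167 ± 0.0537 CPM (SD, n = 3 each; log2 fold change -4.05, SE 0.32, edgeR adjusted p = 7.50e-06).

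At Taar6 and the Taar7 genes, in the middle of the cluster, the changes were smaller. Taar7b had a log2 fold change of -2.09 (SE 0.20, edgeR adjusted p = 0.000119), Taar7a of -1.24 (SE 0.15, edgeR adjusted p = 0.00164) and Taar6 of -1.02 (SE 0.16, edgeR adjusted p = 0.0198). Taar7e rose from 4.73 ± 0.166 CPM to 8.08 ± 0.718 CPM (SD, n = 3 each; log2 fold change 0.78, SE 0.12, edgeR adjusted p = 0.0176). The calls for Taar6 and Taar7e were each lost in 5 of the 9 fits that left out one library, with adjusted p-values up to 0.173 for Taar6 and 0.171 for Taar7e, while both directions stayed the same. Taar7d had a log2 fold change of -0.81 (SE 0.19, edgeR adjusted p = 0.237) and Taar7f of -0.19 (SE 0.15, edgeR adjusted p = 0.764). Taar8a, Taar8b and Taar8c, between the Taar7 genes and Taar9, were at or below 0.796 CPM in wild type mice and were not called over all genes (edgeR adjusted p from 0.273 to 0.413). Over the list alone each was called (edgeR adjusted p from 0.00112 to 0.0105). Taar8b had a log2 fold change of -1.51 (SE 0.50). Taar8a had 0 reads and Taar8c had 2 reads over the homozygous libraries, at least 1.82-fold and 1.99-fold lower than in wild type. Values of single Taar7 and Taar8 genes are uncertain, since only 66.8% of the 100-base stretches of Taar7e and 47.4% of those of Taar8c are unique among Taar genes, and 16.9 to 19.4% of aligned reads per library mapped to more than one place and were left out. Taar1 had 1 read over the 9 libraries.

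**Figure D3:**
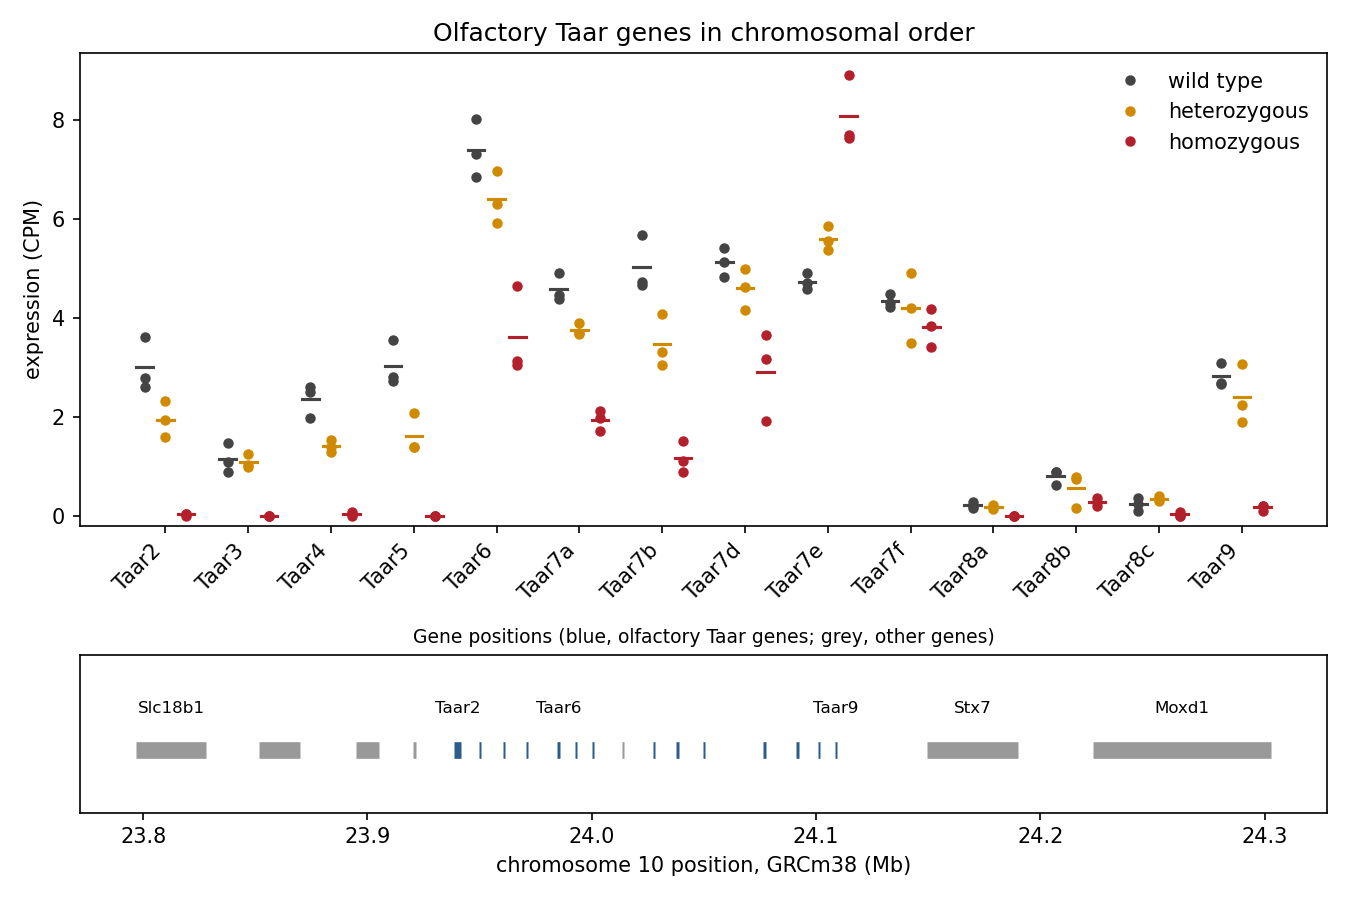
Expression (CPM) of each of the 14 olfactory Taar genes in chromosomal order, with one point per library and a line at the mean of each genotype (n = 3), above a map of the genes on chromosome 10. Taar2 to Taar5 and Taar9 are near 0 in homozygous libraries, and Taar7e is higher there than in wild type libraries.

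The genes flanking the cluster showed no call in homozygous mice. The log2 fold change was 0.0027 (SE 0.059) for Slc18b1, 0.10 (SE 0.058) for Stx7 and -0.0081 (SE 0.060) for Moxd1, with a lowest edgeR adjusted p-value of 0.623. The sign for Slc18b1 and Moxd1 depended on which libraries were included. Among the 10 genes that edgeR called in homozygous mice, the only one outside the Taar family was E030002O03Rik (chromosome 7, 104153013 to 104164816, a synonym of Olfm5). It fell from 59.3 ± 4.86 CPM to 40.6 ± 2.81 CPM (SD, n = 3 each, log2 fold change -0.55, SE 0.071, edgeR adjusted p = 0.00293). Other settings called more genes outside the family: 39 with DESeq2 without independent filtering and 38 with edgeR on only the 6 libraries compared.

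Whether the effect is restricted to Taar genes was asked of the 1070 OR genes tested. None of them was called in homozygous mice over all genes tested or adjusted over the list alone, and 54 had an unadjusted p-value under 0.05, against 53.5 that chance gives. Over all 20213 genes tested, 1872 had an unadjusted edgeR p-value under 0.05, against 1010.65 that chance gives. Changes outside both receptor families are therefore not ruled out. Among OR genes the smallest p-value belonged to Olfr378 (log2 fold change 0.90, SE 0.20, edgeR adjusted p = 0.221). As a set, OR genes had a median log2 fold change of 0.062, with 668 genes higher and 402 lower, and camera with a preset correlation gave p = 0.00429. That result was not held under fry (p = 0.127) or under camera with the correlation estimated (p = 0.0923). With a covariate for vomeronasal reads, chosen after seeing the data, the median was 0.11 and camera with the preset correlation gave p = 3.2e-05. An exact permutation over the 10 splits of the 6 libraries, of which only the real one gave as small a camera p-value, cannot go below p = 0.1. In heterozygous mice the median was 0.0071 (camera p = 0.352, fry p = 0.558), and in the exact permutation 7 of the 10 splits gave as small a camera p-value. Without heterozygous replicate 1 the camera p-value in heterozygous mice was 0.00765. None of the 7 olfactory sensory neuron genes examined (Omp, Gnal, Adcy3, Cnga2, Ano2, Rtp1 and Rtp2) was called in homozygous mice, where log2 fold changes ranged from -0.0094 (Ano2) to 0.14 (Rtp1), and 3 of them had an unadjusted p-value under 0.05.

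**Figure D4:**
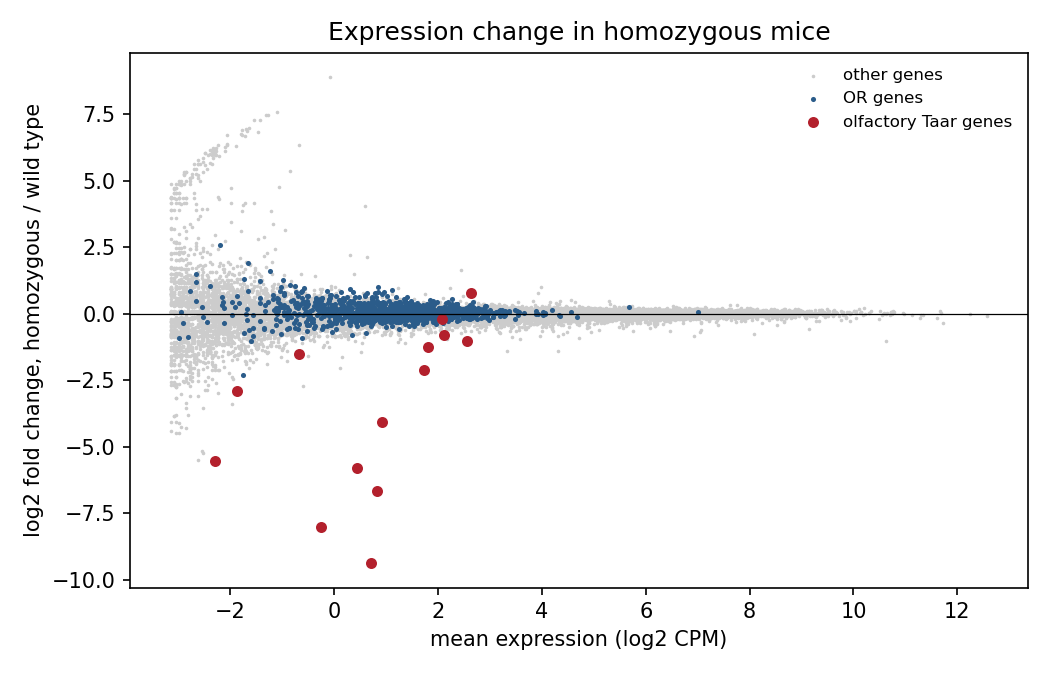
Log2 fold change between homozygous and wild type mice against mean expression (log2 CPM) for the 20213 genes tested; red, olfactory Taar genes; blue, OR genes; grey, other genes. Of the 14 Taar genes 13 lie below 0, and fold changes of genes with almost no reads in one genotype depend on the prior count of the fit; most of the grey points far above 0 at low expression are vomeronasal receptor genes.

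The second question was whether loss of one copy is enough. Between heterozygous and wild type mice 656 genes had an unadjusted p-value under 0.05 from edgeR, fewer than the 1010.65 that chance gives. After adjustment edgeR called 1 gene, E030002O03Rik (log2 fold change -0.52, SE 0.070, adjusted p = 0.0360). That call was lost in 5 of the 9 fits that left out one library, with adjusted p-values up to 0.506. No olfactory Taar gene was called over all genes tested, and 4 were called when adjusted over the list alone. These were Taar5 (log2 fold change -0.90, SE 0.23, edgeR p adjusted over the list alone 0.0237), Taar4 (-0.75, SE 0.24, 0.0379), Taar2 (-0.63, SE 0.22, 0.0379) and Taar7b (-0.53, SE 0.18, 0.0379). The 4 calls depended on single libraries: 0 genes were called over the list alone without wild type replicate 1, without wild type replicate 3 or without heterozygous replicate 3, 1 without wild type replicate 2, 2 without heterozygous replicate 2, 3 without heterozygous replicate 1 and 1 with DESeq2. Of the 14 genes 12 had a negative log2 fold change, and the median was -0.22.

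Between homozygous and heterozygous mice edgeR called 23 genes at an adjusted p-value under 0.05, 7 of them Taar genes. The other 16 comprised 3 genes that were higher and 13 that were lower in homozygous mice, and 3 of the 16 changed by more than 1.5-fold. Genes among the 16 were Cd109 (log2 fold change -0.44, edgeR adjusted p = 0.00971), 5430419D17Rik (-0.89, 0.0201), Sparcl1 (-0.30, 0.0219) and Zbtb16 (-1.88, 0.0337). The count of 23 moved with single libraries, from 7 genes without heterozygous replicate 1 to 190 genes without heterozygous replicate 3, and each gene named here lost its call without heterozygous replicate 1. A test for any difference among the 3 genotypes called 13 genes, 9 of them Taar genes, and 70 genes without heterozygous replicate 3.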

Values the study reported

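The study reported 14 genes that differed between homozygous and wild-type mice at a q value under 0.05 with a change above 1.5-fold, and 9 of these belonged to the Taar family. It reported 8 Taar genes as decreased. The line carried a deletion of 1372 bp.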

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

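With DESeq2 size factors or filterByExpr, all counts of called genes stayed within 1.5 times those reported. DESeq2 with default settings called 65 genes between homozygous and wild type mice, 3 between heterozygous and wild type, 122 between homozygous and heterozygous and 124 for any difference, and 0 Taar genes in homozygous against wild type mice, where 13 of the 14 had an unadjusted p-value under 0.05. The reason is its independent filter: the limit on mean normalized counts was 702, above the highest Taar mean of 167, so no Taar gene received an adjusted p-value. Without that filter, chosen after seeing the data, the counts were 48, 3, 123 and 92, and 9 Taar genes were called in homozygous against wild type mice. In that fit 14 genes also changed by more than 1.5-fold, 9 of them Taar genes. All 10 genes called by edgeR between homozygous and wild type mice were among the 48.

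Without a filter on low counts, 50 genes were called between homozygous and heterozygous mice and 33 for any difference; the cause was not tested. With a 1.5-fold threshold 0 genes were called between heterozygous and wild type and 10 between homozygous and heterozygous mice, a stricter rule by construction. With only the 6 libraries compared, 47 genes were called between homozygous and wild type mice, 0 between heterozygous and wild type and 11 between homozygous and heterozygous; the cause was not tested.

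The replicate numbers did not pair the libraries across the 3 genotypes. Deviations from genotype means of same-numbered libraries correlated from -0.27 to 0.15 between wild type and the other genotypes, and at 0.076, 0.46 and 0.48 between heterozygous and homozygous replicates 1, 2 and 3. With the replicate number as a block, 0 genes were called between heterozygous and wild type mice, 41 between homozygous and heterozygous and 20 for any difference; the cause was not tested. The blocked summed Taar change was -50.8%, -16.1% and -41.3% in the 3 comparisons, with a sign-flip p-value that cannot go below 0.25.

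With vomeronasal receptor expression as a covariate, chosen after seeing the data, 8 genes were called between homozygous and heterozygous mice and 7 for any difference, and the camera p-value of OR genes was 3.2e-05 in homozygous and 0.0490 in heterozygous mice. With this covariate 0 Taar genes were called in heterozygous mice over the list alone, against 4 without it; the cause was not tested. The OR set in homozygous mice gave p = 0.127 with fry and 0.0923 with the correlation estimated; the cause was not tested. The summed change over 6 Taar genes was -80.6%, -24.8% and -74.1%. This sum kept 19.4% of its wild type mean in homozygous mice. Of the genes left out of it, each Taar7 gene kept at least 23.2% (Taar7b) and Taar8b kept 34.6%. Taar8a and Taar8c fell further, to 0% and 11.3%, from at most 0.228 CPM in wild type mice.

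Across the 9 fits that each left out one library, calls ranged from 8 to 33 genes between homozygous and wild type mice, from 0 to 1 between heterozygous and wild type, from 7 to 190 between homozygous and heterozygous and from 7 to 70 for any difference. Taar genes called over the list alone in heterozygous mice ranged from 0 to 4. The highest counts of 33, 190 and 70 came without heterozygous replicate 3. The camera p-value of OR genes in heterozygous mice ranged from 0.00765 without heterozygous replicate 1 to 0.601, and its direction reversed without heterozygous replicate 2, with a p-value of 0.451. Camera's p-values are not exact, and an exact permutation of 3 libraries against 3 cannot go below 0.1. Log2 fold changes that reversed in some of these fits ranged, in homozygous mice, from -0.036 to 0.033 for Slc18b1, from -0.051 to 0.025 for Ano2, from -0.034 to 0.024 for Moxd1 and from -0.021 to 0.081 for Adcy3, and in heterozygous mice from -0.40 to 0.056 for Taar8a, from -0.24 to 0.14 for Taar3 and from -0.18 to 0.071 for Taar7f. Among values of single genes over the alternatives, 34 lost their call in the same direction, 12 reversed and 624 kept both direction and side of the threshold. Genes without an adjusted p-value in a setting were left out of this tally. These include all 14 Taar genes in homozygous against wild type mice with DESeq2's default settings, so the Taar calls lost there are not among the 34. Depth limits the Taar8 genes, at or below 0.796 CPM in wild type mice, and any Taar value below 0.122 CPM.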

Other observations

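The tests in this part were chosen only after the result they bear on was seen, except the counts of other splits for each count of called genes and each OR set, which were planned; the 84 splits for E030002O03Rik were not. The prediction for the vomeronasal gene list was written after the receptor reads were seen and before the list's own values were computed.

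The number of genes passing both an adjusted p-value under 0.05 and a 1.5-fold change between homozygous and wild type mice was 9. That is lower than the value quoted from the study above. DESeq2 without independent filtering gave 14 genes at these criteria; as it was chosen after both numbers were known, it is no independent check. The study names DESeq2's default settings, and its statistics section names both a likelihood ratio test and a Wald test. It used an older version of DESeq2, and its normalized table lists 1292 genes fewer than the raw table fitted here. Whether either moved the limit on mean counts was not tested. The 9 Taar genes it reported at its q value must have received an adjusted p-value in its fit. With default settings 0 genes passed both criteria here, though 13 of the 14 olfactory Taar genes had an unadjusted p-value under 0.05. Which settings lie behind the study's count stays open. Of the 14 genes without filtering 9 were Taar genes, and 1 of the other 5 was a vomeronasal receptor gene, a family that set 3 libraries apart.

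Vomeronasal receptor reads set 3 libraries apart. Of the 124 genes with a fitted log2 fold change above 4 between homozygous and wild type mice, 103 were vomeronasal receptor genes; edgeR called none of the 179 tested, DESeq2 without independent filtering called 1, and by edgeR 118 had an unadjusted p-value under 0.05. An effect of the deletion is argued against, since heterozygous replicate 1 was 3.89 times the highest of heterozygous replicates 2 and 3 and homozygous replicate 1. RNA of vomeronasal tissue in some dissections may be the source: the 10 listed vomeronasal genes that are not such receptors summed to at least 13.03 CPM in the same 3 libraries and at most 6.77 CPM in the other 6, a ratio of 1.92. Of these 10 genes Trpc2 had 0 reads in each library. Dissection was not recorded in the labels, so this stays a hypothesis. The lower Taar sum does not rest on these libraries alone, since homozygous replicate 1, one of the 6 libraries with few such reads (17.3 CPM), had 25.3 CPM against at least 44.6 CPM in wild type. With the covariate for these reads, 7 of the 10 genes called between homozygous and wild type mice were shared, and Taar6, Taar7a and Taar7e were lost.

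Other splits of the libraries were counted for each result. Between homozygous and wild type mice, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes and 1 of the 10 gave as many Taar genes; for OR genes 1 of the 10 gave as small a camera p-value. Between heterozygous and wild type mice, 3 of the 10 splits gave as many genes and 7 of the 10 gave as small a camera p-value for OR genes. Between homozygous and heterozygous mice, 3 of the 10 splits gave as many genes. The real count was 0 for OR genes in homozygous and for Taar genes in heterozygous mice, so 10 of the 10 splits had to give as many and these splits say nothing about either. With 10 splits the share cannot go below 0.1. For any difference, 8 of 100 splits drawn from 280 gave as many genes, so this count of 13 is within what regrouping gives.

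The genes outside the Taar family between homozygous and heterozygous mice are not a secure result. Other splits called up to 81 genes, none of them a Taar gene. The split with 81 set heterozygous replicate 3 and homozygous replicates 1 and 3 against the rest. The split that sets the 3 vomeronasal libraries against the rest called 30 genes, 24 of them vomeronasal receptors. Over all 9 libraries, setting heterozygous replicate 3 and homozygous replicates 1 and 3 apart called 188 genes outside the Taar family. Setting the vomeronasal libraries apart called 93. With the covariate 2 of the 16 genes were still called. Calls driven by 1 heterozygous library cannot be told apart from an effect: without heterozygous replicate 1 only 1 gene outside the Taar family was called, but without wild type replicate 1, which is not part of this comparison, only 3 were, so the loss need not come from the library itself. Without heterozygous replicate 3 the count rose to 190 genes and none of the 23 was lost. A different share of cell types cannot be told apart from it: the sustentacular list had a median log2 fold change of -0.035, with 3 genes higher and 4 lower, while all 8 connective tissue genes were lower (median -0.15).

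Heterozygous mice kept more Taar expression than the midpoint of the other genotypes. Their mean lay 3.64 standard errors above the midpoint for the 14 genes and 3.06 standard errors above it for Taar2 to Taar5. With 3 mice per genotype these standard errors are themselves uncertain, and no p-value was computed. The lowest heterozygous library lay above the highest midpoint of a wild type and a homozygous library. It had 36.3 against 35.1 CPM for the 14 genes and 5.34 against 5.20 CPM for Taar2 to Taar5. For these sums, the values speak against an equal share from each enhancer copy without excluding it. Single genes varied: heterozygous mice kept 94.8% of the wild type mean for Taar3, 64.8% for Taar2, 59.3% for Taar4 and 53.4% for Taar5. An equal share therefore stays open for Taar5. The loss in heterozygous mice was 31.8% of that in homozygous mice over the 14 genes and 36.8% over the 4 genes. Scaling between libraries is argued against by Taar reads per OR read, in which a factor for the library cancels: this ratio changed by -16.9% in heterozygous mice, with each of the 3 libraries below each wild type library. Fewer mature olfactory sensory neurons are argued against by the 7 neuron genes, with a median log2 fold change of 0.037 and none below -0.011. A candidate explanation is that the remaining copy makes up part of the loss. The study crossed this deletion with a deletion of Taar2 to Taar9 and proposes that the enhancer acts on its own allele. It also proposes that TAAR neurons choose genes from the intact allele, which keeps their number. Its evidence was cell counts by in situ hybridization, a different measure from summed RNA. Allele-specific reads were not analysed here.

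Taar7e was the Taar gene that rose. Reads shared with other Taar7 genes would carry their changes into it, but the highest log2 fold change among the other 4 was -0.19. Its gain was 12.9% of the loss of the other 13 genes, so it did not take up all of it. A choice of Taar7e by some neurons that would otherwise express another Taar gene may account for part of the loss and was not tested.

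E030002O03Rik was lower in both mutant genotypes, and the same 3 wild type libraries serve both comparisons. An equal effect of each enhancer copy is argued against by a log2 fold change of -0.021 (SE 0.072) between homozygous and heterozygous mice. A change of this size over the whole region is argued against, since 27 of the 51 genes within 500 kb lay more than 2 standard errors above its log2 fold change in homozygous mice. Of the 16 that are not OR genes 5 did, and a smaller or more local change stays open. High values in the wild type libraries by chance stay open: with 3 libraries set against the other 6, 6 of the 84 splits, the real one included, gave as small a p-value for a gene outside the Taar family. One of the other 5 set the 3 vomeronasal libraries apart, and another set heterozygous replicate 3 and homozygous replicates 1 and 3 apart. The homozygous call was kept in each of the 9 fits that left out one library, with adjusted p-values up to 0.0452. A difference in strain background between the mice was not tested. The study describes the mice of these genotypes as littermates and the line as made in C57BL/6J zygotes. Its reporting summary gives mixed backgrounds, so this stays open.

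The upward shift of OR genes in homozygous mice, which fry did not call and the vomeronasal covariate strengthened, lay above all 10000 random lists matched on mean expression (percentile 100), so expression level is argued against. A larger share of mature olfactory sensory neurons may be a source: the neuron genes had a median log2 fold change of 0.064, the sustentacular genes of -0.11 and the connective tissue genes of -0.093. These lists hold 7, 7 and 8 genes, none called over all genes tested, and the studied tissue expresses all of them.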
